A study of Mus musculus with 19 samples.

How the data were processed

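CLIP tags of FMRP were analysed in 19 libraries from the CA1 region of the mouse hippocampus, 16 from Cre-positive tissue and 3 noCre background libraries. Per the labels' protocols, acute hippocampal slices were activated with light and crosslinked with ultraviolet light, CA1 tissue was lysed in the presence of cycloheximide, which stalls ribosomes, and the recovered RNA was cloned by the BrdU-CLIP method. The deposited values are whole-number counts of tags per transcript, per the file headers, with a file for each library and no normalization. The smallest value in the files is 1, so each file lists only the transcripts with at least 1 tag, and a transcript a file does not list was taken as 0. The labels do not state the aligner, the genome build, the annotation release, how duplicate reads were handled or how tags were assigned to isoforms. These steps could change the counts. Duplicates kept as tags would make counts less independent than assumed, and tags shared by isoforms or by near-identical genes could be divided or repeated between transcripts. Of the 2871 tested transcripts, 138 (4.81%), in 66 sets, had the same counts as another transcript in the set in every library, and their values are uncertain for this reason.

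Libraries were put in groups from their titles and labels: opto at 30 min, control at 30 min, opto at 5 min and control at 5 min, with 4 libraries each, and noCre with 3. The noCre libraries carry the Cre-positive genotype and cell type in their other labels, a conflict that was resolved by title and treatment. Total tags ranged from 20456 to 341445 in the Cre-positive libraries, which together held 2137473 tags, and from 34 to 5557 in noCre, which together held 6478. A count of 0 allows a share of up to 0.0147% in the shallowest Cre-positive library and 0.000879% in the deepest, and up to 8.82% in noCre replicate 2, taking 3 tags as the limit. Intervals for shares are 95% Wilson intervals. Intervals and limits cover counting error only.

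Total tags were compared on the log10 scale by exact two-sided permutation tests. Transcripts were tested with edgeR 4.0.16 in R 4.3.3, with TMM scaling, the default filterByExpr settings (minimum count 10, minimum total count 15), the quasi-likelihood test on 1 fit of the 16 Cre-positive libraries with a mean for each group, and Benjamini-Hochberg adjusted p under 0.05. The contrasts were opto against control at 30 min and at 5 min, the difference of these, and the 5 min against the 30 min controls. The noCre libraries stayed out of this fit. The biological coefficient of variation was 0.192 over the 4 groups, and 0.226, 0.280, 0.176 and 0.172 in fits of the 30 min controls, 30 min opto, 5 min controls and 5 min opto libraries alone. Tags per 1000000 (CPM) use the TMM-scaled totals of the tested transcripts, which held 64.8% to 70.9% of the tags of each library. The scaling factors ran from 0.934 to 1.07. Permutation tests and tables used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots used matplotlib 3.10.9.

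The rule for naming transcripts took, for each contrast, the 5 with the smallest p in each direction among those passing, all that passed where fewer did, and the 2 with the smallest p where none passed. For the background it took the 3 transcripts with the most noCre tags. Because no table used here pairs these IDs with genes, at most 2 IDs that rose and 2 that fell are printed for a comparison. The gene table used alongside (assembly GRCm38.p6) matched none of the IDs. For that reason 9 gene lists, a score per library built on 2 of them, and 4 genes that were to be reported whatever their values were not analysed here. Gene names, positions, transcript length and GC content were not used here.

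Whether replicate numbers pair the libraries was checked from the data, since the labels do not say so. Deviations from the group means of same-numbered opto and control libraries correlated at 0.202 to 0.689 over the 334 transcripts with a mean of at least 50 tags, in all 8 pairs. Over all 2871 transcripts the 8 correlations ran from 0.0915 to 0.332, and 2 of them were under 0.1. Both sets of transcripts were computed together, and the libraries were treated as paired on the first. The result without the block is the main one, and the block is given beside it where it changed a count. Control libraries of the 2 times with the same number had correlations of mixed sign, from -0.391 to 0.298 over the 334 transcripts, and were not treated as paired.

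Alternatives were other scaling (DESeq2 size factors, library totals only), other filters (none, a mean of at least 20 tags), counts thinned to 20456 tags, leaving out transcripts whose share was larger in pooled noCre than in pooled control tags, fits of the libraries of a contrast alone, the replicate block, DESeq2 1.42.0, limma 3.58.1 voom with quality weights, and leaving out each library in turn. The groups, tests, naming rule and these alternatives were fixed before the data were examined. After seeing the data 3 were added: keeping transcripts with identical counts once, the log2 total of each library as a covariate, and the replicate block with that covariate. The growth of a transcript's tags with depth was measured as the slope of log tags on log total tags within groups, minus 1, so that 0 means in proportion and -1 means no growth.

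Counts of calls were compared with other splits of the same libraries, all 35 for 2 groups of 4 and 100 drawn relabellings for the difference between times, the real one included. In all, 13 explanations were tested. For 5 of them what the test should show was set after the result it measures was seen. For 3 the value that decides was chosen after a first measure had been computed, for 2 of those 5 and for the test of background dilution on ENSMUST00000092956, with the wording of 1 expectation changed then, and both measures are printed. For 7 the expectation came before the value was seen and the value is the one named in it. Both tests on ENSMUST00000092956, of depth and of background dilution, were chosen after its call was seen. The splits for the count of 0 at 5 min could come out only 1 way and decide nothing. The limits that separate outcomes were set after the values were seen for 8 of the 13, those that do not count splits.

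The fit was tested on simulated counts for the 2871 transcripts, drawn from the real means and library totals, with 200 transcripts changed. Each transcript had the same spread in all groups. At 30 min 26.5%, 71.5% and 86.5% of changes of 2-fold, 3-fold and 4-fold were recovered, at 5 min 52.5%, 92% and 97.5%, and between the controls 50%, 93.5% and 95.5%. With no change there were 0 calls at 30 min, 0 at 5 min and 1 between the controls. In a simulation of the slope for the 5 min libraries, 200 flat transcripts had a median of -0.994 and the 2671 others 0.00903.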

Results

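FMRP, an RNA-binding protein, was mapped on RNA in excitatory neurons of the CA1 region of the mouse hippocampus by CLIP, in which ultraviolet light crosslinks a protein to the RNA it touches and the RNA recovered with the protein is sequenced as tags. The protein carried a tag whose expression depended on Cre recombinase driven by the Camk2a promoter, so that the purification drew on Camk2a-Cre cells. The neurons had received a viral vector (AAV) carrying channelrhodopsin-2 (ChR2), a light-gated ion channel, or a control vector, and are called the opto and the control libraries. Libraries were made at 5 min and at 30 min after activation, with 4 opto and 4 control libraries at each time. A further 3 libraries, named noCre, measured the background of the purification. Their genotype and cell type labels are those of the Cre-positive libraries, and they were taken as noCre from their titles and treatment label.

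The 19 libraries listed 49932 transcripts with at least 1 tag in any library. At 30 min the opto libraries held 20456, 29396, 121972 and 41721 tags in replicates 1 to 4, a mean of 53386 ± 46547 (SD, n = 4). The 30 min control libraries held 81588, 192471, 135474 and 181115 tags, a mean of 147662 ± 50469 (SD, n = 4). At 5 min the opto libraries held 256727, 98257, 194181 and 84614 tags, a mean of 158445 ± 81670 (SD, n = 4), and the control libraries held 341445, 40173, 108993 and 208890 tags, a mean of 174875 ± 130879 (SD, n = 4). The noCre libraries held 887, 34 and 5557 tags, a mean of 2159 ± 2973 (SD, n = 3). The deepest Cre-positive library held 16.7-fold more tags than the shallowest.

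**Figure D1:**
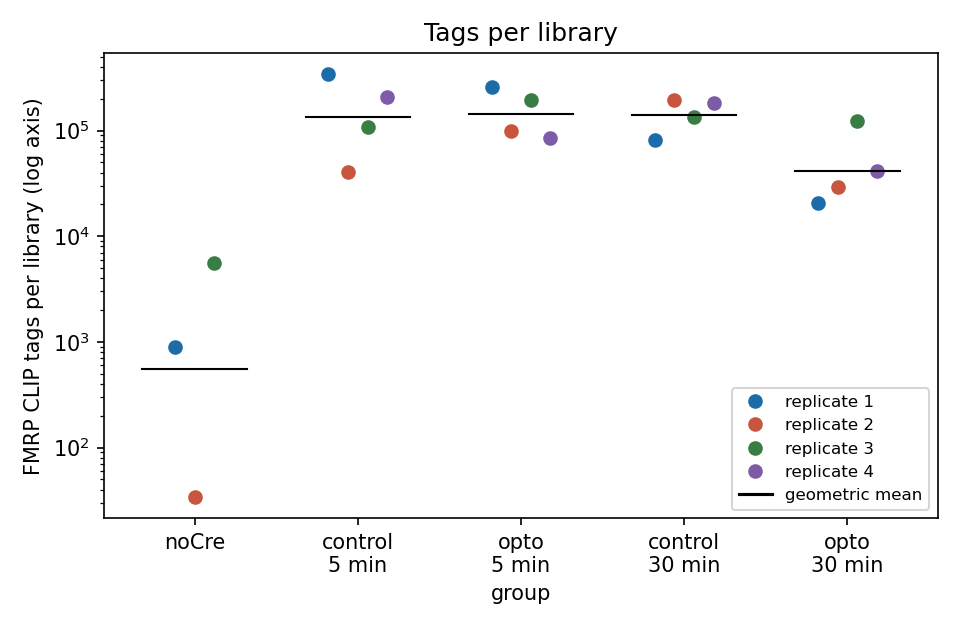
Total FMRP CLIP tags of each library (vertical axis, log scale) by group (horizontal axis), with a point per library coloured by replicate number and a line at the geometric mean. The opto libraries at 30 min had a geometric mean of 41824 tags against 140104 in the 30 min controls, and the noCre libraries had 551.

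The first comparison asked how many tags the libraries held with and without the tagged protein, and with and without activation. These totals also depend on how deeply each library was sequenced and on how duplicates were handled. Neither was examined here, so the ratios do not measure the yield of the purification alone. The geometric mean of the noCre libraries was 0.00537 of that of the 16 Cre-positive libraries, which were 186-fold higher (p = 0.00206, exact two-sided permutation test, n = 3 and 16, the smallest p the 969 arrangements allow). The size of this ratio depended on single noCre libraries. It was 0.0216 without noCre replicate 2, which held 34 tags, and 0.00169 without noCre replicate 3, each with an exact permutation p of 0.0131, and it was 0.0162 on the linear scale. Counting transcripts with at least 1 tag in place of tags gave 0.0239, the highest of 22 alternatives. Each Cre-positive group was also higher than noCre, by 254-fold for the 30 min controls, 75.9-fold for opto at 30 min, 241-fold for the 5 min controls and 259-fold for opto at 5 min. Each of these comparisons of 3 with 4 libraries gave p = 0.0571 in the exact two-sided permutation test, which is the smallest p it allows. The deepest noCre library held 27.2% as many tags as the shallowest Cre-positive library and 1.63% as many as the deepest.

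At 30 min the opto libraries had 0.299 of the tags of the controls, a 3.35-fold difference, and were lower in 4 of 4 same-numbered pairs. The exact two-sided permutation test gave p = 0.0571 (n = 4 per group, smallest possible p 0.0286), so the difference did not pass 0.05. A sign-flip test on the 4 pairs gave an exact p of 0.125, the smallest it allows. The alternative that moved this ratio most counted transcripts with at least 1 tag in place of tags and gave 0.513. At 5 min the ratio of opto to control was 1.07 (exact permutation p = 0.943), with opto lower in 2 of 4 pairs and an exact sign-flip p of 1. On the linear scale the 5 min ratio was 0.906, on the other side of 1, so no direction was resolved at this time. The 30 min ratio divided by the 5 min ratio was 0.278 (p = 0.102, exact permutation within each time, 4900 arrangements). Over 20 alternatives it ran from 0.195 to 0.470, with an exact permutation p of 0.0384 to 0.380. The p was under 0.05 only without control 5 min replicate 1, where the ratio was 0.203.

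Tags of single transcripts were then compared as shares of each library, which asks whether activation moved FMRP tags between transcripts. After the filter on low counts 2871 transcripts were tested in a fit of all 16 Cre-positive libraries with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The files name transcripts by Ensembl ID only and do not pair them with genes, so transcripts are given by ID, without a gene name or position.

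At 30 min 1 transcript passed an adjusted p of 0.05 between opto and control, and it was lower in opto. ENSMUST00000092956 fell by 1.78 on the log2 scale (SE 0.32, edgeR adjusted p = 0.0172) and was lower in 4 of 4 pairs. It had 1170 ± 227 tags per 1000000 (CPM, scaled by TMM; SD, n = 4) in the 30 min controls and 371 ± 225 (SD, n = 4) in the opto libraries. The highest opto library, at 684 CPM, lay below the lowest control, at 881 CPM. The opto values rest on 3 to 27 tags per library. At an unadjusted p of 0.05, 241 transcripts differed, 84 higher and 157 lower in opto. In 8 of the 35 splits of the same 8 libraries, the real one included, at least 241 did, and the highest number was 468. Among the 8 splits that part all 4 pairs the real one gave the most, 241 against 62 to 173, and 1 of 8 is the smallest share these can give. The call depended on single libraries. Without opto 30 min replicate 2 or 4 no transcript passed, with 272 and 191 transcripts at an unadjusted p under 0.05, and the adjusted p of ENSMUST00000092956 in edgeR's test was 0.140 and 0.147. Without opto 30 min replicate 3 its adjusted p was 0.143 in edgeR's test, and a different transcript passed, which was higher in opto. Without control 30 min replicate 4, 4 transcripts passed, all lower in opto. With counts thinned to the shallowest library 0 of 340 transcripts passed, with 28 at an unadjusted p under 0.05. With library depth as a covariate, an alternative chosen after seeing the data, 0 passed, with 141 at an unadjusted p under 0.05. Over all 21 alternatives its log2 fold change ran from -2.06 to -1.57 and its adjusted p, from edgeR, DESeq2 or limma, from 7.03e-05 to 0.281.

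Opto and control libraries of the same replicate number deviated together from their group means, and a fit with the replicate number as a block called more transcripts at 30 min. It gave 9 transcripts, 6 higher and 3 lower in opto, and ENSMUST00000092956 was among the lower ones (log2 fold change -1.69, edgeR adjusted p = 0.000695). The tags of each of the 6 higher transcripts ranged between 2.17-fold and 12-fold over the Cre-positive libraries, less than the 16.7-fold range of the totals. ENSMUST00000082391, an example chosen after its values were seen, had 52 to 113 tags per Cre-positive library. When library depth was added to the blocked fit as a covariate, a choice made after seeing the data, 0 of these 6 transcripts passed, and 113 transcripts had an unadjusted p under 0.05.

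**Figure D2:**
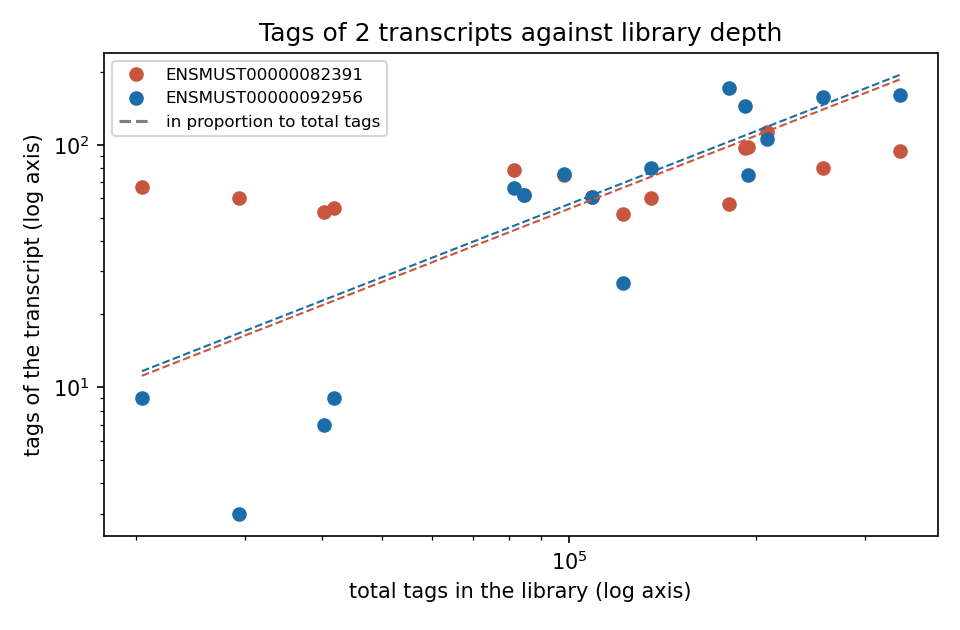
Tags of ENSMUST00000082391 and ENSMUST00000092956 (vertical axis, log scale) against total tags of the library (horizontal axis, log scale) in the 16 Cre-positive libraries, with a point per library and transcript and dashed lines for tags in proportion to the total. ENSMUST00000082391, shown as an example chosen after its values were seen, ranged 2.17-fold while the totals ranged 16.7-fold.

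**Figure D3:**
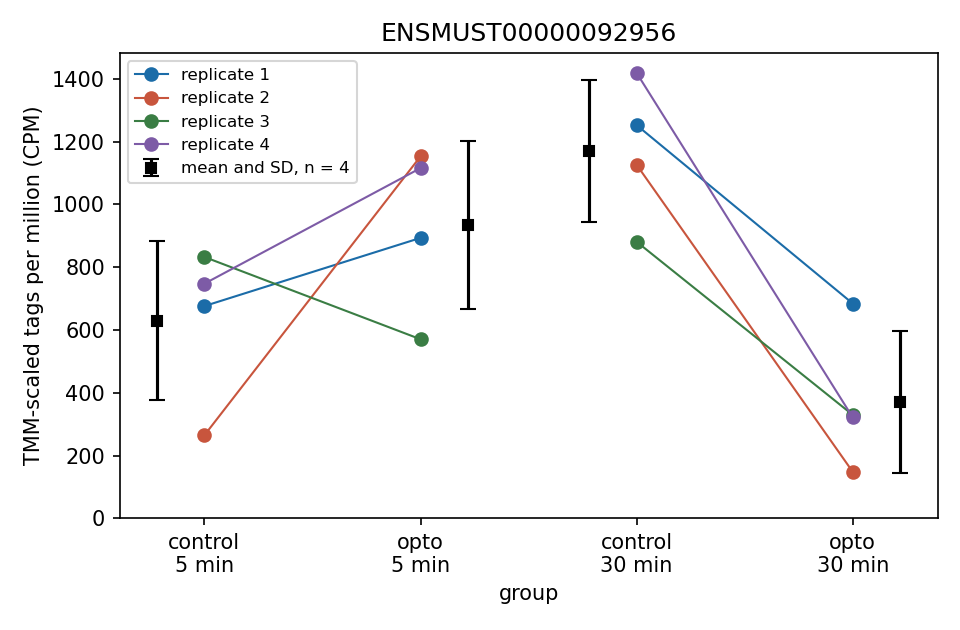
TMM-scaled tags per 1000000 (CPM, vertical axis) of ENSMUST00000092956 in each Cre-positive library by group (horizontal axis), with a point per library, a line joining the opto and control libraries of the same replicate number at each time, and squares with bars for the mean and SD (n = 4). Opto was lower in 4 of 4 pairs at 30 min and in 1 of 4 pairs at 5 min.

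At 5 min 0 of the 2871 transcripts passed an adjusted p of 0.05 between opto and control. At an unadjusted p of 0.05, 53 differed, 28 higher and 25 lower, and 19 of the 35 splits of these 8 libraries, the real one included, gave at least 53. Among the 8 that part all 4 pairs the real one gave the most, 53 against 26 to 39. The 2 transcripts with the smallest p did not pass. ENSMUST00000173672 was higher in opto by 1.17 on the log2 scale (SE 0.38, edgeR adjusted p = 1.00). It had 242 ± 127 CPM in opto and 89.4 ± 12.6 in control (SD, n = 4), and was higher in 4 of 4 pairs. The control values rest on 2 to 24 tags per library, too few to read their SD as precision. At 30 min this transcript went the other way, with 367 ± 156 CPM in opto and 708 ± 222 in control (SD, n = 4), lower in 4 of 4 pairs. ENSMUST00000030138 fell by 1.35 on the log2 scale (SE 0.45, edgeR adjusted p = 1.00). It had 148 ± 23.2 CPM in control and 53.1 ± 12.1 in opto (SD, n = 4), and was lower in 4 of 4 pairs. These values rest on 4 to 27 tags per library in control and 2 to 11 in opto. The fit with the replicate block also called 0 transcripts at 5 min, with 105 at an unadjusted p under 0.05, against 56 to 100 in the other splits that part all pairs.

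Whether the response at 30 min differed from that at 5 min was tested directly, as the difference of the 2 log2 fold changes. A single transcript passed, ENSMUST00000092956, with a difference of -2.22 (SE 0.41, edgeR adjusted p = 0.0249), and 218 of 2871 transcripts differed at an unadjusted p under 0.05, a number reached in 11 of 100 relabellings and, of the 6 drawn that part all pairs, in 1, the real one. At 5 min this transcript had 933 ± 268 CPM in opto and 630 ± 252 in control (SD, n = 4), and opto was lower in 1 of 4 pairs. The interaction was lost when any of 6 libraries was left out, each in turn, and its adjusted p was then 0.0911, 0.124 and 0.114 without opto 30 min replicates 2, 3 and 4, 0.0694 without control 30 min replicate 4, 0.0880 without opto 5 min replicate 2 and 0.0540 without control 5 min replicate 1, all from edgeR. Over 28 alternatives its adjusted p ran from 0.000926 to 0.178 in edgeR, DESeq2 or limma. With the replicate block 5 transcripts passed, 2 with a higher and 3 with a lower response at 30 min than at 5 min.

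Across the 2871 transcripts the log2 fold changes at 5 min and at 30 min had a Pearson correlation of -0.196 and a Spearman correlation of -0.180. Transcripts are not independent replicates, so both were set against the 35 splits of the 8 libraries at 30 min. A Pearson correlation as far from 0 arose in 4 of 35 splits (exact permutation p = 0.114) and a Spearman correlation in 5 of 35 (exact permutation p = 0.143), so neither passed 0.05. With the replicate block the Pearson correlation was -0.167, the farthest from 0 among the 8 splits that part all pairs (exact permutation p = 0.125, the smallest they allow).

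The control libraries of the 2 times were compared to see how far the times differ without activation. The labels of the 5 min libraries carry a further field that marks their files as new, so time and deposit coincide and cannot be told apart in this comparison. Here 5 transcripts passed, all lower at 5 min, and 256 differed at an unadjusted p under 0.05, 112 higher and 144 lower, a number reached in 3 of 35 splits of the 8 control libraries. The transcript with the smallest p, ENSMUST00000173672, had a log2 fold change of -2.85 (SE 0.34, edgeR adjusted p = 5.9e-06). It had 89.4 ± 12.6 CPM at 5 min, on 2 to 24 tags per library, and 708 ± 222 at 30 min (SD, n = 4). It is the transcript with the smallest p between opto and control at 5 min, and the 5 min controls enter both comparisons. ENSMUST00000185789 had a log2 fold change of -2.19 (SE 0.40, edgeR adjusted p = 0.00829). It had 93.5 ± 43.4 CPM at 5 min, on 2 to 22 tags per library, and 480 ± 118 at 30 min (SD, n = 4). Without control 5 min replicate 1 or 3 its adjusted p was 0.102 or 0.0716 in edgeR's test, and over its 18 alternatives it ran from 0.000134 to 0.102 in edgeR, DESeq2 or limma. The setting without background-enriched transcripts gave no value for it, because its share was larger in pooled noCre than in pooled control tags. The number of transcripts passing moved most when only the 8 control libraries were fitted, to 18, among which were the same 5. With no filter beyond 1 tag 6 passed, 1 higher and 5 lower, and 2 of the same 5 were among them.

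The noCre libraries were examined for what the background holds. Together they listed 3612 transcripts, of which 3540 (98.0%) were also listed in the pooled controls. Across the 44418 transcripts with a tag in either pool, pooled noCre and pooled control tags had a Spearman correlation of 0.344, and 0.386 across the 14812 transcripts with at least 10 control tags, where transcripts are not independent replicates. Replicate 3 held 85.8% of the noCre tags, and without it the correlation over all transcripts was 0.168. The transcript with the most noCre tags, ENSMUST00000182010, had 304, or 4.69% of the pool, against 1.39% ± 0.441 (SD, n = 8) of the tags in the controls, which ranged from 0.802% to 2.26%. In noCre replicate 3 it had 287 tags, or 5.16% (95% Wilson interval 4.61 to 5.78%), and in replicate 1 it had 17 tags, or 1.92% (95% Wilson interval 1.20 to 3.05%), so the excess over the controls exceeded counting error in replicate 3 and not in replicate 1. In replicate 2 it had 0 of 34 tags, which allows a share of up to 8.82%. ENSMUST00000192717 had 146 noCre tags, or 2.25% of the pool, against 0.786% ± 0.248 (SD, n = 8) in the controls. Of these, 143 were in replicate 3 (2.57%, 95% Wilson interval 2.19 to 3.02%). Replicate 1 had 3 of 887 (0.338%, 95% Wilson interval 0.115 to 0.990%), below the lowest control, at 0.454%, so its excess rests on replicate 3. ENSMUST00000038863 had 47 noCre tags, or 0.726%, against 0.213% ± 0.0603 (SD, n = 8), with 44 in replicate 3 (0.792%, 95% Wilson interval 0.590 to 1.06%) and 3 in replicate 1 (0.338%, with the same interval as above), where the excess was within counting error. Both had 0 tags in replicate 2.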

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

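The fits with the library depth as a covariate and with identical transcripts kept once were chosen after the result was seen, as were the tests of the 5 min slope and of background dilution, although what each of these should show was set before its own value was seen. The share of tags that decides the dilution test was chosen later still, after a first measure.

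ENSMUST00000092956 drew attention because its response to activation differed between the 2 times in a test of the difference itself: the 30 min log2 fold change minus the 5 min one was -2.22 (SE 0.41, edgeR adjusted p = 0.0249). It fell by 1.78 on the log2 scale at 30 min, in 4 of 4 pairs. The opto libraries at 30 min were the shallowest group, with a log2 depth difference from their controls of -1.74, so lower depth was tested first. With the library depth as a covariate the 30 min log2 fold change was -1.80 (SE 0.37), and its growth with depth among the 5 min libraries, a slope of 0.0505, predicts a log2 change of only -0.088. Both argue against depth as the source of the change in its share. Its slope within the groups at 30 min was -0.0517, also near 0, although slopes at the 2 times were unrelated across transcripts (correlation -0.011). The adjusted p in the edgeR fit with the depth covariate was 0.0841, in a range of 7.03e-05 to 0.281 over its 21 alternatives. A single library went with depth. Control 5 min replicate 2, the shallowest at 5 min (40173 tags), had 264 CPM on 7 tags, against 570 to 1153 CPM in the other 5 min libraries. The shallowest opto library at 30 min, replicate 1, had the highest value of its group, 684 CPM. Background tags diluting the opto libraries would lower all transcripts with little background alike. The 1384 tested transcripts with 0 noCre tags held 18.2% ± 1.38 (SD, n = 4) of all tags in the opto libraries at 30 min and 18.5% ± 0.559 (SD, n = 4) in their controls. The log2 ratio of these shares, which no scaling factor enters, was -0.032 (SD of the log2 share over the opto libraries 0.112), which argues against dilution as the source of a fall of the size seen in this transcript, which had 1 noCre tag. The first measure, the median log2 fold change of the 1384 transcripts in the scaled fit, was -0.053, a value that the scaling itself draws toward 0. Transcripts rich in noCre tags went the other way. ENSMUST00000182010 held 1.61% to 2.42% of tags in opto at 30 min, against 1.10% to 1.64% in the controls. ENSMUST00000192717 held 0.816% to 1.39% against 0.542% to 0.943%. ENSMUST00000038863 was higher too, except in replicate 3 (0.229% against 0.262%). Some added background in the opto libraries therefore stays open.

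Other technical explanations were weighed with less. The 10 most abundant transcripts held 4.87% to 9.93% of the tags of a Cre-positive library, and the call at 30 min stayed with DESeq2 size factors (1 transcript) and with library totals only (1 transcript). Keeping identical transcripts once also left 1 call. Length, GC content and tags shared with related genes were not tested, since the transcripts were not paired with genes or sequences. No library lay far from the others of its group in any of the 40 groups of 4 values that were checked, where chance gives about 1 in 20.

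Grouping by chance stays open. At least 1 transcript passed in 4 of the 35 splits of the 8 libraries at 30 min, and in 6 of 100 relabellings for the difference between times. Among the 8 splits at 30 min that part all 4 pairs the real split was the only one, 1 of 8, and the other splits put libraries of the same number on the same side. The opto values rest on 3 to 27 tags, and the call at 30 min was lost when any of 3 opto libraries was left out (edgeR adjusted p 0.140, 0.143 and 0.147 without replicates 2, 3 and 4). An effect of activation that appears by 30 min and not at 5 min is the biological explanation the design offers. It may account for this transcript, but it was not separated from chance at 4 of 35 splits, and it is a hypothesis for these libraries only.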

How the results depend on the processing

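Keeping identical transcripts once, the library depth as a covariate, and the replicate block with library depth as a covariate were chosen after the data were seen, and the other alternatives here were planned.

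The opto against control comparison at 30 min, with 1 transcript, kept that count under DESeq2 size factors, library totals only, both filters, leaving out background-enriched transcripts, the contrast's libraries alone, DESeq2, limma voom, identical transcripts kept once, and the replicate block with depth as a covariate. With counts thinned, in 1 random draw, it fell to 0 of 340 tested transcripts, with 28 at an unadjusted p under 0.05. Fewer transcripts and tags remained there, and the unadjusted p of ENSMUST00000092956 in edgeR's test rose from 6.01e-06 to 0.00130. With the library depth as a covariate the count was 0, with 141 at an unadjusted p under 0.05. The cause was not tested in either case. With the replicate block it was 9, of which 1 was the transcript called without it. Leaving out 1 library gave 0 to 4 transcripts across 8 fits. Opto 30 min replicates 2 and 4 each took the count to 0, leaving out opto 30 min replicate 3 replaced the call with another transcript, and control 30 min replicate 4 took it to 4, the called transcript included.

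The interaction of activation and time, with 1 transcript, went to 0 of 340 with counts thinned. There 19 had an unadjusted p under 0.05, again with fewer transcripts and tags left. The count was 5 with the replicate block, 2 with the library depth as a covariate and 3 with the replicate block and depth together. The first transcript was included in each of these 3 fits, and the cause was not tested for any of these changes. Leaving out 1 library gave 0 to 1 over 16 fits, with 0 without opto 30 min replicates 2, 3 and 4, control 30 min replicate 4, opto 5 min replicate 2 or control 5 min replicate 1. At 5 min the count was 0 in all 21 alternatives. The block changed no other call between opto and control.

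The comparison of the controls moved most, from 5 transcripts. DESeq2 size factors, library totals only, a mean of at least 20 tags and DESeq2 each gave 3. No filter beyond 1 tag gave 6, of which 1 was higher at 5 min and 2 were among the first 5. Leaving out background-enriched transcripts gave 1, and counts thinned gave 0 of 340, with 26 at an unadjusted p under 0.05, both with fewer transcripts tested. The background rule left out ENSMUST00000185789, 1 of the first 5, because its share was larger in pooled noCre than in pooled control tags. The fit of the contrast's libraries alone gave 18, limma voom 13, and the library depth as a covariate 9. The replicate block for these unpaired libraries gave 13 in a fit of the 8 controls, against 18 in that fit without it. The cause was not tested. Leaving out 1 library gave 1 to 9: 1 without control 5 min replicate 1 or 3, 3 without control 5 min replicate 2 or control 30 min replicates 1, 3 or 4, 5 without control 5 min replicate 4 and 9 without control 30 min replicate 2.

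The correlation of the responses at the 2 times stayed below 0 in all 20 alternatives. Leaving out 1 library moved it from -0.306 to -0.0717, the weakest values being -0.0719 without opto 5 min replicate 1 and -0.0717 without control 5 min replicate 2. The ratio of tags at 5 min fell to 0.906 on the linear scale, with the direction reversed because the linear scale weights the deepest libraries more, and ran from 0.720 to 1.47 with 1 library left out, below 1 without opto 5 min replicate 1 (0.882), opto 5 min replicate 3 (0.969) or control 5 min replicate 2 (0.720). At 30 min the ratio stayed at 0.209 to 0.513 over 12 alternatives, with an exact permutation p of 0.0571 to 0.125, and with 1 library left out the exact permutation test cannot pass 0.05. The ratio of the 2 ratios ran from 0.195 to 0.414 with 1 library left out, and passed 0.05 only without control 5 min replicate 1 (0.203, exact permutation p = 0.0384). It was 0.399 on the linear scale (exact permutation p = 0.380) and 0.470 for transcripts with at least 1 tag (exact permutation p = 0.0531). The noCre ratio stayed below 1 in all 22 alternatives, but its size moved with single libraries, from 0.00537 to 0.0216 without noCre replicate 2 and 0.00169 without noCre replicate 3, to 0.0162 on the linear scale and to 0.0239, the highest, for transcripts with at least 1 tag. The correlation of noCre and control tags ran from 0.168 to 0.343 with 1 noCre library left out, and the 0.168, without replicate 3, rests on the few tags that remain.

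The named transcripts gave 125 further values over the settings, of which 111 kept their direction and side of the threshold, 14 kept the direction and lost the threshold, 0 gained it and 0 reversed. Of the 111, 20 and 19 belong to the 2 transcripts named at 5 min, which did not pass and had no call to lose. The 14 were 5 of 21 values of ENSMUST00000092956 at 30 min, 7 of 28 for its difference between times, and 2 of 18 of ENSMUST00000185789. One feature per gene and all alternatives for gene lists and the score built on them were not run, because the transcripts were not paired with genes. Some settings gave no value for a named transcript that their filter removed. Depth limits the 30 min comparison more than that at 5 min: in simulated counts 26.5% of 2-fold changes were recovered at 30 min, against 52.5% at 5 min, and the interaction was not simulated.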

Other observations

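In this part the tests of depth and of a fixed background for the raised transcripts, of abundance and noCre-like background for the growth of tags, and of the difference between deposits were chosen only after the results were seen, as were the fits with library depth as a covariate. The counts of splits and the correlation of slopes with fold changes were set before their own values were seen.

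The counts of calls were set against other splits of the same libraries. At 30 min 4 of 35 splits gave at least 1 transcript, and the largest count was 22. At 5 min all 35 of 35 splits gave at least 0, which any split must, so this count of 0 tests nothing, and 53 transcripts had an unadjusted p under 0.05. For the difference between times it was 6 of 100 relabellings. For the controls 2 of 35 splits gave at least 5 transcripts. The shares at 30 min, for the difference between times and for the controls were not under 0.05, so groupings made by chance remain an open explanation for these 3 counts. Splits that keep a pair on the same side also carry differences between replicate numbers. Among those that part all pairs the real one had the most transcripts at an unadjusted p under 0.05. It did so between opto and control at both times (1 of 8 splits each). It also did so for the difference between times (1 of 6 drawn, 218 against 42 to 133). No share under 0.05 can arise from so few. For the difference between times this limit comes from the number drawn, since further relabellings part all pairs and were not run. For these numbers the splits therefore leave activation and chance both open.

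With the replicate block 9 transcripts passed at 30 min, 6 of them higher in opto. Of the 8 splits that part all 4 pairs, 2 gave at least as many, the real one and another with 12 transcripts, and with 8 splits no share under 0.05 can arise, so random parting of pairs cannot be told apart from activation for this count. The 6 higher transcripts grew slowly with depth. In the 5 min libraries, which do not enter the 30 min contrast and share only its estimate of the spread, their median slope was -0.586, where 0 is growth in proportion to the library and -1 is none, and 5 of 6 lay below -0.5 against 1.36% of all tested transcripts. From those slopes and the depth difference at 30 min (log2 -1.74) a log2 fold change of 1.02 is predicted, and the median seen was 1.28. In the split of the 30 min libraries with the widest depth difference (log2 2.03), which is not the real one, their median log2 fold change was 1.97 in the shallower libraries. That split puts both replicate 1 libraries on the shallower side, so differences between replicate numbers enter it too. Within the groups at 30 min the slopes of the 6 transcripts ran from -1.81 to -0.415, where below -1 means fewer tags in deeper libraries. Over the 35 splits, which share libraries, their median log2 fold change and the depth difference had a correlation of -0.879, over splits of the libraries in which they were called. With the replicate block and the depth as a covariate 0 of 6 stayed past the threshold, while of the 3 lower transcripts 1 stayed, ENSMUST00000092956 (log2 fold change -1.59, edgeR adjusted p = 0.0295, in a range of 7.03e-05 to 0.281 over its alternatives). In that fit 113 transcripts had an unadjusted p under 0.05. Lower depth of the opto libraries is therefore a candidate explanation for the 6 raised transcripts, and the depth of these libraries and activation coincide in part, so an effect of activation on them stays open and untested. The 5 raised transcripts with a slope below -0.5 have IDs that lie close together in number. Whether they are related was not examined, so the 6 may not be separate cases.

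ENSMUST00000082391, chosen as an example after its values were seen, had 52 to 113 tags in the 16 Cre-positive libraries, a 2.17-fold range, while their totals ranged 16.7-fold. A fixed amount of noCre-like background in every library could give such a pattern, and its test argues against that as the whole source: the 6 transcripts together had at most 29 tags in a noCre library (2, 0 and 29), against 136 to 365 in a Cre-positive library. The first measure, the background needed to supply them at the upper limit of their noCre share, came to 153% of the tags of the shallowest library, which also exceeds what that library holds.

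The transcripts whose slopes were low at 5 min also tended to be higher in opto at 30 min. The correlation across transcripts of 5 min slope and 30 min log2 fold change was -0.445 for the real split, and 1 of 35 splits, the real one, gave one as far from 0. Over the splits this correlation and the depth difference had a correlation of 0.381, and the split with the widest depth difference gave -0.0473 (SD over splits 0.258). Over all 35 splits the 2 readings go different ways, but most of these keep a same-numbered pair on the same side, the widest one included. Among the 8 that part all pairs the correlation went with the depth difference. It was -0.445 and -0.386 at differences of -1.74 and -1.67, and 0.0899 and 0.191 at 0.670 and 0.746. Between these it ran from -0.378 to 0.0854, at differences of -0.685 to -0.313. This goes with depth. The real split is the widest of the 8, so across all transcripts depth and activation cannot be told apart by this test. The slopes of the 5 min and the 30 min libraries had a correlation of -0.011 across transcripts, so slopes at one time did not predict those at the other across transcripts.

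Loss of tags from abundant transcripts as depth grows was tested as a source of low slopes. The transcripts ranked 11 to 100 by tags had a median 5 min slope of -0.00806 (interquartile range 0.216), near growth in proportion, and the first measure, the Spearman correlation of abundance and slope, was -0.0500 across transcripts. The 10 most abundant had a median slope of -0.274 at 5 min and -0.0194 at 30 min. The raised transcripts ranked 186 to 986, outside those 10, so abundance is an unlikely source of their slopes. Background like that in noCre remains a candidate source of low slopes for other transcripts. The 22 tested transcripts with at least 10 noCre tags and a larger share in noCre than in the controls had a median 5 min slope of -0.212. This was below each of 10000 random sets of transcripts matched on tags in 10 bins of rank (95% of them from -0.0990 to 0.0698). At 30 min their median slope was -0.0169, and 2.29% of random sets were as low. The match was coarse, since the 10 most abundant transcripts, whose slopes were low at 5 min, shared a bin with many of lower rank. The 5 min controls also enter both the choice of the 22 and the 5 min slope. These sets therefore do not separate background from abundance. Of the 6 raised transcripts 1 was among these 22. No biological explanation for the slopes was tested.

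The 5 transcripts lower in the 5 min than in the 30 min controls could come from a difference between the deposits, which coincide with time. Such a difference should also appear between the opto libraries of the 2 times. There the 5 had a median log2 fold change of 0.10, against -1.74 in the controls, and 3 of 5 had the other sign, while 2 kept it, among them ENSMUST00000173672, at -0.92 (SE 0.37). Their adjusted p in edgeR's test between the opto libraries ran from 0.176 to 0.964. A median over transcripts that go both ways does not decide, and 7 transcripts outside these 5 passed between the opto libraries of the 2 times, a count that was not set against other splits. Deposit and time therefore cannot be told apart for the 5. A change with time in the controls and grouping by chance (2 of 35 splits) also stay open, and the count was 1 without control 5 min replicate 1 or 3 and 9 without control 30 min replicate 2.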
